A study of Danio rerio with 4 samples.

How the data were processed

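RNA was sequenced from adult zebrafish hearts of the Ekkwill strain in 4 libraries, with 1 library in each of 4 groups. Wild-type hearts and hearts of fish homozygous for a deletion of LEN were each taken uninjured and 3 days after amputation (3 dpa). LEN is the regeneration enhancer linked to leptin b (lepb). Per the labels' protocols, hearts were homogenized at once after dissection, RNA was extracted with Trizol and libraries followed a standard Illumina preparation. The labels do not give the number of hearts per library.

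For each library the authors deposited a table of raw read counts per Ensembl gene ID, with whole-number values and no normalization. Per the file headers, the counts of each library derive from a single file of first reads on sequencing lane 8, the same lane for all 4 libraries. The aligner, the counting tool, the genome build, the annotation release, the strand setting and the treatment of reads that map to several genes are not stated. Counts of near-identical paralogues and of overlapping or antisense genes are therefore uncertain. All 4 tables held the same 32520 gene IDs. A gene name table paired 29201 of them with a symbol, and symbols are printed as that table gives them, in human style (capitals) for many zebrafish genes. A symbol shared by several IDs is named with its ID. Gene neighbourhoods and gene spans came from the RefSeq gene list of the zebrafish assembly GRCz12tu, matched by symbol. The build of the counts is not stated, so no coordinates are given.

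Total counts ranged from 31618442 to 35026983 per library. Libraries were scaled with the TMM method of edgeR 4.0.16 in R 4.3.3, computed over all 4 libraries. The log2 CPM, counts relative to the scaled library total, were computed with edgeR's formula and a prior count of 2, and a log2 ratio was the difference between 2 libraries on that scale. The prior count draws the ratios of low genes towards 0. Genes with at least 1 TMM-scaled CPM in at least 1 library were tested, which left 16509 genes. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the remaining computation.

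With 1 library per group, no variance between hearts can be estimated, and neither edgeR's quasi-likelihood test nor DESeq2 could be fitted to a contrast. No p-value is given, and no difference has a replicate check. Each ratio of 2 libraries carries an exact 95% interval from the conditional binomial distribution of their counts (Clopper-Pearson). A gene passed the threshold when its absolute log2 ratio was at least 1 and that interval excluded equal abundance. The contrasts were injury in wild type, injury in the mutant, genotype in uninjured hearts and genotype at 3 dpa. The difference of the 2 injury log2 ratios, mutant minus wild type, had a 95% interval from the delta method. Such an interval compares the libraries, not the conditions. Single-library CPM values carry Wilson 95% intervals, and the smallest level a library can show was set at 3 counts, which is 0.086 to 0.095 CPM. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Where 1 of the 2 libraries was at or under 3 counts, the fold was computed against 3 counts. That fold carries no counting error, so the counting interval of the ratio can reach below it.

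The calling procedure was tested on simulated data made from the real genes' mean abundances and the real totals, with 200 genes changed 4-fold by injury. With counting error alone it recovered 200 and 199 of the 200 changed genes in the 2 injury contrasts, among 15951 tested genes, and 3 and 10 unchanged genes passed. With a simulated biological coefficient of variation of 0.2, 420 and 424 unchanged genes passed in the injury contrasts, among 16143 tested genes, and 197 and 198 of the 200 changed genes were recovered. In the genotype contrasts of that simulation, where no gene was changed, 421 and 411 genes passed, and 1791 passed for the difference of injury responses. With a coefficient of variation of 0.4, 164 and 176 of the 200 changed genes were recovered, and 3929 and 3867 unchanged genes passed in the injury contrasts and 3927 and 4031 genes in the genotype contrasts, among 16387 tested genes, and 6628 passed for the difference of injury responses.

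The gene lists, the contrasts, the threshold and the rule for naming genes were fixed before the data were examined. Named genes were lepb, lepa, lepr and the tested genes within 500 kb of lepb. The 4 largest rises and 4 largest falls per contrast among genes past the threshold with at least 10 scaled CPM were added, as were the 4 largest of each direction that passed in both genotype contrasts. The lists of 9 tissue or process gene sets were matched to IDs by symbol, or by the symbol without its copy suffix where only that occurred. For every list at least 80% of the symbols were matched. Each list's median log2 ratio was placed among 10000 random lists of the same size matched on mean expression in 20 bins. Genes of a list vary together, so an extreme percentile describes these libraries and is not a significance level.

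Alternatives were DESeq2 1.42.0 size factors, the total count, upper-quartile factors, no expression filter, a filter at a mean of 5 CPM, prior counts of 0.5 and 10, thinning to the smallest total, a log2 threshold of 2, and intervals widened by an assumed coefficient of variation of 0.2 or 0.4. A correction for gene length was added after the data were seen. GC content was not analysed here.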

Results

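RNA-seq read counts were obtained for 4 libraries of adult zebrafish heart, in a design that crossed genotype (wild type, or homozygous LEN deletion mutant) with injury (uninjured, or 3 days after amputation, 3 dpa). Each of the 4 groups had 1 library, so none of the values below has a replicate. The wild-type and mutant uninjured libraries held 31618442 and 31898971 counts, and the wild-type and mutant 3 dpa libraries held 35026983 and 34757291 counts. Between 23012 and 23855 genes had at least 1 count in a library. The 11 genes with a mitochondrial symbol took 15.9% of the counts in the wild-type uninjured library (Wilson 95% interval, 15.861 to 15.886%) and 16.5% in the mutant uninjured library (16.452 to 16.478%). At 3 dpa they took 11.1% in wild type (11.112 to 11.133%) and 11.8% in the mutant (11.758 to 11.78%). The 20 most abundant genes took 30.6% and 30.3% of the counts of the uninjured libraries and 21.2% and 21.3% of those at 3 dpa. The TMM factors followed this split, at 0.91 and 0.898 for the uninjured libraries and 1.095 and 1.118 for the 3 dpa libraries.

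The first comparison asked whether deletion of LEN changed the expression of its linked gene, lepb (ENSDARG00000045548), which encodes a zebrafish leptin. In the wild-type uninjured heart lepb had 2 counts, or 0.0633 CPM (Wilson 95% interval, 0.0173 to 0.231 CPM). In the mutant uninjured heart it also had 2 counts, or 0.0627 CPM (0.0172 to 0.229 CPM). In the wild-type heart at 3 dpa it had 78 counts, or 2.23 CPM (1.78 to 2.78 CPM). In the mutant heart at 3 dpa it had 2 counts, or 0.0575 CPM (0.0158 to 0.21 CPM). Both uninjured libraries and the mutant 3 dpa library were below the floor of 3 counts. With the low library set at 3 counts, the wild-type 3 dpa library was 19.5-fold higher than the wild-type uninjured library. Set in the same way, the mutant 3 dpa library was 26.3-fold lower than the wild-type 3 dpa library. With the prior count of 2 these were log2 ratios of 4.02 (95% counting interval, 2.97 to 7.94) and -4.24 (-8.38 to -3.40). An injury response of lepb in the mutant was not detectable at this depth. The difference of the 2 injury responses was -4.24 on the log2 scale (-6.71 to -1.77). The prior count moved these values most. With a prior count of 10 the log2 ratios became 2.67 for injury in wild type and -2.74 for genotype at 3 dpa, both still past the threshold.

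**Figure D1:**
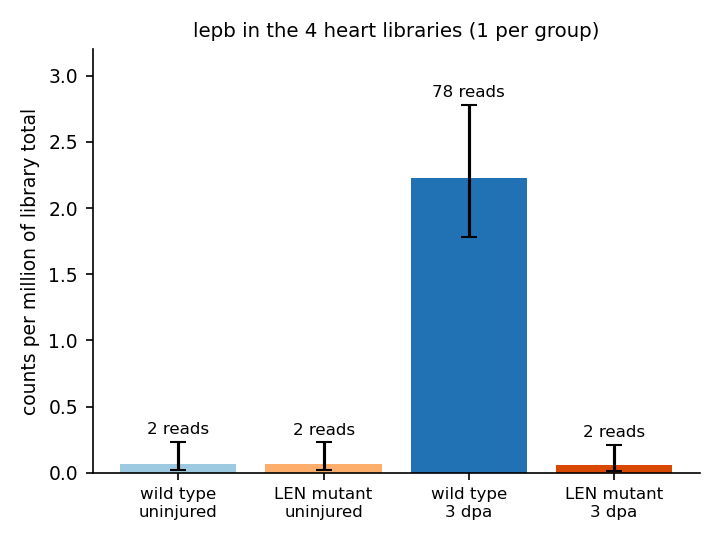
Level of lepb, in CPM of the library total (vertical axis), in each of the 4 libraries (1 per group), with Wilson 95% counting intervals as error bars and the read count above each bar. The wild-type 3 dpa library stands at 2.23 CPM with 78 reads, and each of the other 3 libraries has 2 reads.

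The other leptin gene and the leptin receptor were set beside lepb. The paralogue lepa (ENSDARG00000091085) had 1 and 0 counts in the wild-type and mutant uninjured libraries and 24 and 13 counts at 3 dpa. With the uninjured library set at 3 counts, lepa was 6.0-fold higher at 3 dpa in wild type and 3.2-fold higher in the mutant. The counting intervals of these log2 ratios began at 1.55 and 1.17. The gene did not reach the expression filter of 1 CPM. Between the genotypes at 3 dpa the counting interval of lepa included no change (log2 ratio -0.80, 95% counting interval -2.00 to 0.13). The receptor lepr (ENSDARG00000070961) had 787 and 1063 counts in the wild-type and mutant uninjured libraries and 1125 and 1180 counts at 3 dpa. Its genotype log2 ratio was 0.44 in uninjured hearts (0.31 to 0.57) and 0.05 at 3 dpa (-0.07 to 0.17), and the difference of its injury responses was -0.39 (-0.57 to -0.21). None of these reached the threshold of 1, although the counting intervals of the first and the last exclude 0.

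The comparison was extended to the genes around lepb. Within 500 kb of lepb the RefSeq list of assembly GRCz12tu placed 27 other genes. Of these, 9 were tested, 7 were below the expression filter, and 11 had no single matching gene ID. None of the 9 passed the threshold between the genotypes, in uninjured hearts or at 3 dpa. At 3 dpa their log2 ratios, mutant against wild type, ran from -0.28 for pparaa (ENSDARG00000031777) to 0.05 for bik (ENSDARG00000045549, 65 and 68 counts). Differences below the threshold are not excluded. At 3 dpa the counting intervals of pparaa (-0.57 to -0.003) and si:dkey-31f5.8 (-0.43 to -0.07) lay below 0, and those of the others included 0. In uninjured hearts several excluded 0, in either direction, with the largest ratio for def6c (0.30 to 1.74). The nearest tested neighbour, prrt4b (ENSDARG00000099812), had 372 counts in wild type and 345 in the mutant at 3 dpa, a log2 ratio of -0.13 (95% counting interval, -0.34 to 0.09). The long noncoding RNA si:dkey-31f5.8 (ENSDARG00000094428) rose with injury in both genotypes, by a log2 ratio of 2.61 in wild type (2.28 to 3.02) and 2.90 in the mutant (2.51 to 3.40). The gene def6c (ENSDARG00000034717) was called higher with injury in wild type, from 26 to 81 counts (1.17, 0.57 to 1.92), and not in the mutant, from 52 to 81 counts (0.20, -0.32 to 0.73). The difference of its injury responses was -0.98 (-1.77 to -0.19), short of the threshold. The gene pparaa was called lower with injury in the mutant (-1.11, -1.39 to -0.85) and not in wild type (-0.56, -0.83 to -0.30), with a difference of -0.55 (-0.91 to -0.19). In uninjured hearts the genotype log2 ratios of the 9 genes ran from -0.53 to 0.96.

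The injury contrasts asked how the heart transcriptome differed at 3 dpa from the uninjured state in each genotype. In wild type, 3303 of 16509 tested genes passed the threshold, of which 2187 were higher and 1116 lower at 3 dpa. In the mutant, 3347 genes passed, of which 2420 were higher and 927 lower. The genotype contrasts gave fewer genes. Between the 2 uninjured libraries 1322 genes passed (8.0%), with 647 higher and 675 lower in the mutant, and between the 2 libraries at 3 dpa 496 passed (3.0%), with 369 higher and 127 lower. For scale, 421 and 411 genes passed in these 2 contrasts when libraries without any genotype effect were simulated with a biological coefficient of variation of 0.2. In the injury contrasts of that simulation 420 and 424 unchanged genes passed. With an assumed coefficient of variation of 0.4, 3929 and 3867 unchanged genes passed in the injury contrasts, and 3927 and 4031 in the genotype contrasts. The latter exceed the 1322 and 496 genes observed between the genotypes, so a spread of 0.4 across all genes is larger than these libraries show. The scaling moved the balance of directions. Under the total count, the median injury log2 ratio of all tested genes was 0.30 in wild type and 0.36 in the mutant, against 0.03 and 0.04 under TMM. The share of higher genes then became 83.3% in wild type and 91.0% in the mutant, against 66.2% and 72.3% under TMM. Under upper-quartile factors it was 56.9% and 61.4%.

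**Figure D2:**
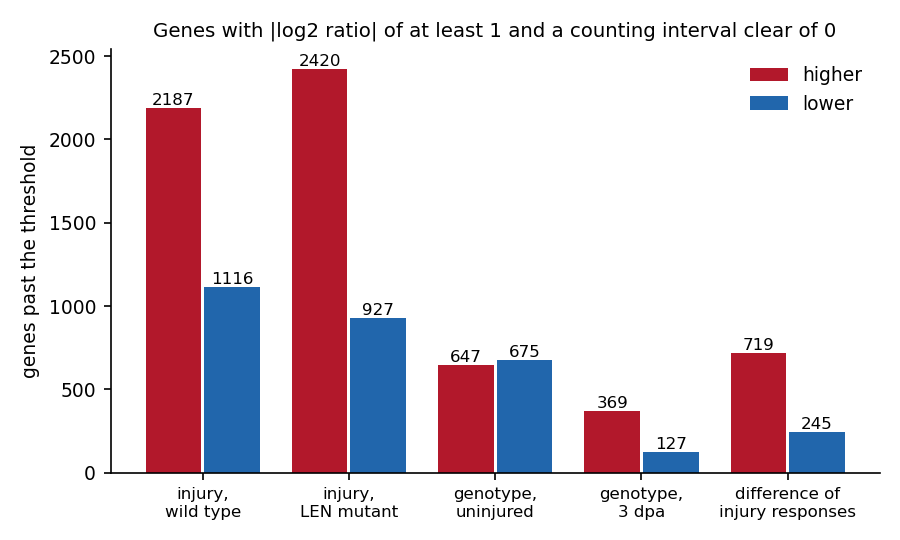
Number of genes past the threshold (absolute log2 ratio of at least 1 and a 95% counting interval clear of 0) in each contrast, split into higher and lower in the first-named state (3 dpa against uninjured, mutant against wild type, mutant minus wild type). The injury contrasts give 3303 and 3347 genes in all and the genotype contrasts 1322 and 496, from 1 library per group.

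The injury responses of the genotypes were then compared gene by gene. Across the 16509 tested genes, which are not independent replicates, Pearson's r between the log2 ratios was 0.694 and Spearman's rho was 0.802. A total of 2254 genes passed in the same direction in both genotypes, of which 1805 were higher and 449 lower at 3 dpa. In opposite directions, 26 genes passed. A rise was called in wild type and not in the mutant for 382 genes, and in the mutant and not in wild type for 615. A fall was called in wild type and not in the mutant for 667 genes, and in the mutant and not in wild type for 478. Of the 1116 falls in wild type, 330 were also lower in the mutant than in the wild-type uninjured library. Of the 2187 rises in wild type, 103 were also higher in the mutant than in the wild-type uninjured library. These pairs of contrasts share the wild-type uninjured library, and the overlap that this sharing alone would give was not computed. For the difference of the 2 injury responses 964 genes passed, with 719 higher and 245 lower in the mutant. This count was smaller than the 1791 genes that passed in the simulation with a coefficient of variation of 0.2 and no true difference, and larger than the 57 that passed with counting error alone.

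**Figure D3:**
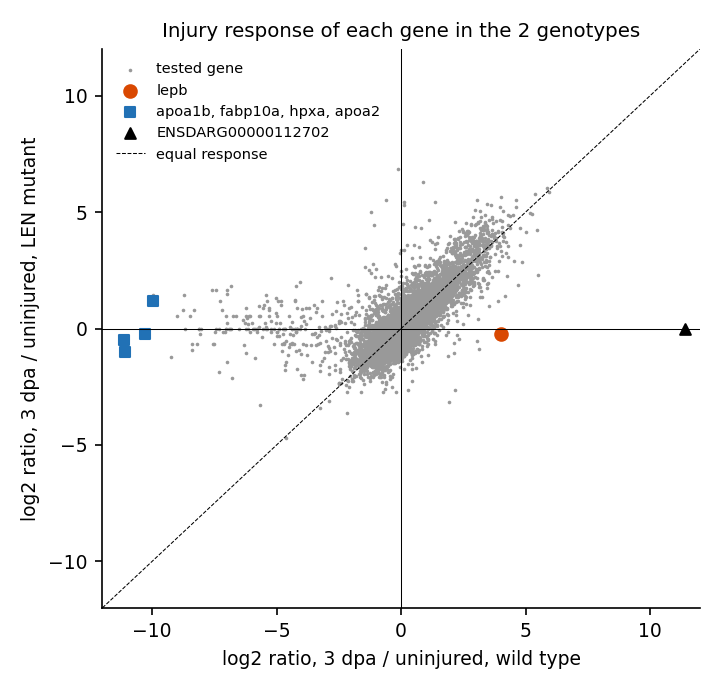
Log2 ratio of 3 dpa to uninjured for each of the 16509 tested genes (grey points) in wild type (horizontal axis) and in the LEN mutant (vertical axis), with the line of equal response dashed. Most genes lie along that line (Pearson's r 0.694), while lepb (large circle) sits at 4.02 in wild type and -0.22 in the mutant, ENSDARG00000112702 (triangle) at 11.43 and 0.00, and apoa1b, fabp10a, hpxa and apoa2 (squares) between -11.15 and -9.98 in wild type.

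The largest rise with injury in wild type was that of ENSDARG00000112702, a gene ID without a symbol, with 6273 counts in the wild-type 3 dpa library and 0 in each of the other 3 libraries. It was followed by COL12A1 (ENSDARG00000019601), which is 1 of 2 IDs with that symbol. COL12A1 went from 124 to 10248 counts in wild type (log2 ratio 5.94, 95% counting interval 5.70 to 6.22) and from 144 to 11473 counts in the mutant (5.86, 5.64 to 6.13). COL11A1 (ENSDARG00000026165) went from 55 to 3184 counts in wild type and from 30 to 2353 counts in the mutant, with log2 ratios of 5.40 (5.06 to 5.85) and 5.78 (5.34 to 6.43). The 4 largest falls in wild type were those of apoa1b (ENSDARG00000101324), fabp10a (ENSDARG00000038439), hpxa (ENSDARG00000012609) and apoa2 (ENSDARG00000015866). These genes had 8972, 3748, 2131 and 5504 counts in the wild-type uninjured library and at most 12 counts in any other library, the mutant uninjured library included. In the mutant the largest falls were those of ENSDARG00000116751, which has no symbol, and of F13A1 (ENSDARG00000045453, 1 of 2 IDs with that symbol). F13A1 went from 5665 to 710 counts in the mutant (log2 ratio -3.43, -3.55 to -3.32) and from 7516 to 1045 counts in wild type (-3.26, -3.36 to -3.17). The 2 largest rises in the mutant were those of mslna (ENSDARG00000098949) and RHCG (ENSDARG00000003203, 1 of 3 IDs with that symbol). They had 426 and 397 counts in the mutant 3 dpa library and at most 19 counts in any other library.

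The gene lists summarised the injury response by tissue and process. In wild type and in the mutant, the 20 tested cell cycle genes had median log2 ratios of 3.06 and 3.73, and all 20 were higher at 3 dpa in both. The 24 extracellular matrix genes had medians of 2.27 and 2.27, and the 18 leukocyte and inflammation genes had medians of 1.67 and 1.97. The 19 cardiomyocyte genes had medians of -0.83 and -1.15, the 16 oxidative phosphorylation genes -0.84 and -0.76, and the 23 glycolysis genes -0.58 and -0.52. The sign of each of these medians was the same under all 4 scalings. The medians of the cell cycle, extracellular matrix and leukocyte lists lay above those of all 10000 matched random lists in both genotypes. The 11 genes of the leptin and Jak-Stat list had medians of -0.20 and -0.17, at percentiles of 33.6 and 40.1, and their sign changed with the scaling. Between the genotypes at 3 dpa the list medians ran from -0.28 for the 9 erythroid genes to 0.16 for the leptin and Jak-Stat list. Among matched random lists, the erythroid list stood at the 0.01 percentile, the leptin and Jak-Stat list at the 99.4 percentile (9 of 11 genes higher in the mutant) and the glycolysis list, with a median of 0.12, at the 99.99 percentile (20 of 23 genes higher). The extracellular matrix list stood at -0.10, the leukocyte list at 0.07 and the cardiomyocyte list at -0.05. The cell cycle list stood at -0.02, with a sign that changed with the scaling. Between the uninjured libraries the cell cycle list was lower in the mutant (median -0.70, 20 of 20 genes). The erythroid list was lower there too (median -0.51, 2 of 9 genes higher), so its difference was not limited to 3 dpa.

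**Figure D4:**
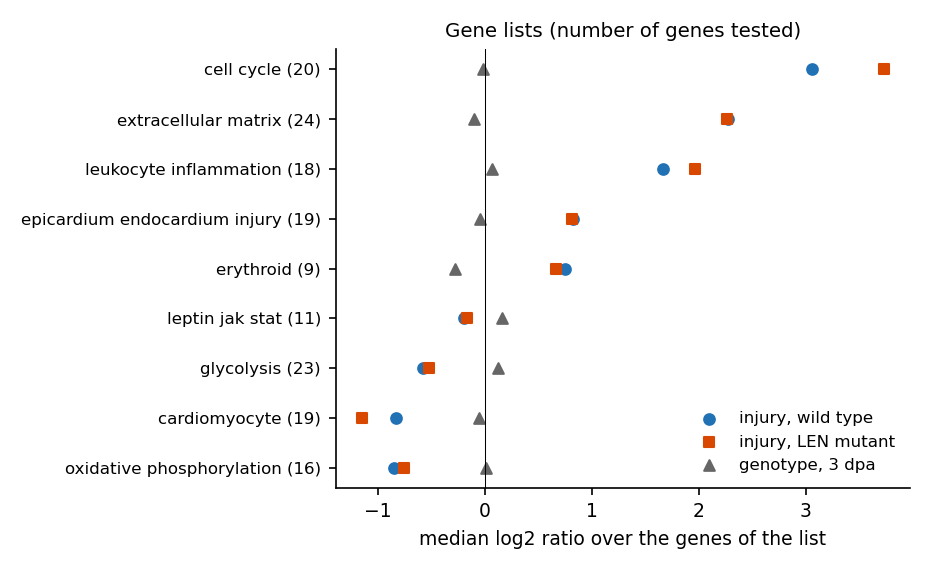
Median log2 ratio of each gene list (number of tested genes in brackets) for injury in wild type (circles), injury in the LEN mutant (squares) and genotype at 3 dpa (triangles), with 1 library per group. The cell cycle list is highest in both injury contrasts (3.06 and 3.73) and the genotype medians at 3 dpa lie between -0.28 and 0.16. The sign changes with the scaling for the leptin list in both injury contrasts, and at 3 dpa for the cell cycle and oxidative phosphorylation lists.

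The genotype contrasts asked what else differed between mutant and wild-type hearts. A total of 272 genes passed in the same direction in uninjured hearts and at 3 dpa, with 223 higher and 49 lower in the mutant, and 24 passed in opposite directions. The 196 of the 223 higher genes with a known gene span had a median span of 81.2 kb, against 20.1 kb for all tested genes. Across genes the 2 genotype log2 ratios had a Pearson's r of 0.281 and a Spearman's rho of 0.376. Among the genes higher in both was PRKAA2 (ENSDARG00000060641). It had 154 counts in wild type and 1247 in the mutant when uninjured (log2 ratio 3.01, 95% counting interval 2.78 to 3.27), and 94 and 544 counts at 3 dpa (2.49, 2.20 to 2.85). The natriuretic peptide gene nppal (ENSDARG00000052948) had 75 and 908 counts when uninjured and 477 and 1018 counts at 3 dpa, with log2 ratios of 3.57 (3.26 to 3.96) and 1.07 (0.92 to 1.24). Among the genes lower in both was PLXNA4 (ENSDARG00000019328). It had 628 counts in wild type and 160 in the mutant when uninjured (-1.96, -2.23 to -1.72), and 838 and 198 counts at 3 dpa (-2.09, -2.33 to -1.88). ANKRD9 (ENSDARG00000028804) followed, with log2 ratios of -1.46 and -2.13. At 3 dpa the largest genotype fall after ENSDARG00000112702 was that of myhb (ENSDARG00000001993), with 466 counts in wild type and 71 in the mutant (-2.69, -3.12 to -2.37). The gene lepb, at 2.23 CPM in its highest library, was below the 10 CPM required of the ranked genes.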

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

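All tests in this part were chosen after the results were seen. With 1 library per group, none of the differences between the genotypes was tested against variation between hearts.

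The injury response of lepb pointed in opposite directions in the 2 genotypes, with a difference of -4.24 on the log2 scale, although the mutant's response lay within counting error. Scaling and depth were weighed first. With the mutant count set at 3, the wild-type 3 dpa library was 25.8-fold above the mutant 3 dpa library under the least favourable of 4 scalings. The 2 libraries had similar totals and scaling factors, so none of these scalings could have removed a difference of this size. Loss of the whole region around lepb was weighed through its neighbours, of which 0 of 9 tested passed the threshold between the genotypes at 3 dpa. A wild-type 3 dpa library that departs from the others at many genes was weighed by counting genes at least 2 log2 units above all other libraries while the other 3 lay within 1 unit of each other. There were 2 such genes among 16509 in the wild-type 3 dpa library, lepb and ENSDARG00000112702, against 130 in the wild-type uninjured library, 3 in the mutant uninjured library and 7 in the mutant 3 dpa library. This criterion leaves out genes with a partial response in the mutant. Under the looser one of a rise in wild type, a lower level in the mutant at 3 dpa, a lower injury response in the mutant and no genotype call in uninjured hearts, 14 genes had the pattern of lepb and 38 had its mirror with the genotypes exchanged. These results are consistent with a loss of injury-induced lepb expression in hearts without LEN, as a hypothesis from 1 library per group and 78 reads. Exchanged labels were weighed through other genes. Exchanged genotype labels in 1 state would turn most genotype differences around between the states, but 24 genes passed in opposite directions against 272 in the same direction. Exchanged injury labels in 1 genotype would do so for injury, where 26 genes passed in opposite directions against 2254 in the same direction. Variation between hearts was not tested, and the pattern cannot be told apart from it.

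A total of 26 genes passed the threshold in opposite directions in the 2 genotypes. Of these, 5 rose in wild type and fell in the mutant, and 21 did the reverse. The named members were ENSDARG00000080128, ENSDARG00000082789 and myo15b, with differences of injury responses of -5.07, -4.83 and -3.19. All of these are among the 5 that rose in wild type. The 21 included genes with differences of larger size, such as CP (ENSDARG00000010312, 8.48) and apoc1 (ENSDARG00000092170, 6.36), picked after their values were seen. In counts, ENSDARG00000080128 stood at 223 and 2634 in the wild-type and mutant uninjured libraries and at 1137 and 402 at 3 dpa. ENSDARG00000082789 stood at 849 and 11001, then at 5101 and 2364. The gene myo15b (ENSDARG00000074852) stood at 69 and 331, then at 411 and 214. The scaling decided part of these calls. Under all 4 scalings 13 of the 26 genes passed in the same opposite directions, ENSDARG00000080128 and ENSDARG00000082789 among them, and with the total count 15 did. The gene myo15b passed in opposite directions in 3 of the 4 scalings. A candidate source is the pair of uninjured libraries, since 24 of the 26 genes passed the threshold between them, against 9 between the 3 dpa libraries. It does not cover all of them: ENSDARG00000080128 and ENSDARG00000082789 also passed between the 3 dpa libraries (-1.51 and -1.13), and cldn8.2 and krt98, picked after their values were seen, passed between the 3 dpa libraries (2.24 and 1.79) and not between the uninjured ones. The 21 genes that fell in wild type were higher in the wild-type than in the mutant uninjured library, and the other 5 were lower there. Liver RNA in the wild-type uninjured library, considered below, may account for part of the 21. The hepatocyte list used there held only 1 of the 26 genes, so that part was not measured. The difference between the genotypes was not tested against variation between hearts.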

How the results depend on the processing

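The alternatives were fixed before the data were examined, except the gene length correction. No paired analysis was possible because each group had 1 library and the labels give no replicate numbers, and leaving out a library was not possible for the same reason.

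Under the other scalings, prior counts and thinning, all 5 gene counts and the count of the shared response stayed within 1.5 times their reported values. The counts of genes moved further with the expression filter, the threshold and the assumed coefficient of variation. With a filter at a mean of 5 CPM, 1648 genes passed for injury in wild type, 1789 for injury in the mutant, 395 for genotype in uninjured hearts, 134 for genotype at 3 dpa and 213 for the difference of injury responses, and 1253 genes passed in both injury contrasts in the same direction. This filter removes lepb. Without a filter, 968 genes passed for genotype at 3 dpa. With a log2 threshold of 2 the counts were 978, 871, 355, 66 and 327 in the same order. With an assumed coefficient of variation of 0.4 they were 1353, 1271, 450, 106 and 237, and with 0.2 the difference of injury responses gave 545 genes. In each of these settings injury gave more genes than genotype. At the threshold of 2, the uninjured genotype contrast had 91 genes higher and 264 lower in the mutant, against 647 and 675 at the threshold of 1. The filter at a mean of 5 CPM tilted it the other way, to 257 higher and 138 lower. For injury in the mutant, the threshold of 2 left 818 genes higher and 53 lower, against 2420 and 927 at the threshold of 1. For the difference of injury responses it left 296 and 31, against 719 and 245. At the threshold of 2 the share of higher genes moved less for injury in wild type (66.2% to 71.8%) and for genotype at 3 dpa (74.4% to 72.7%). Other settings moved these shares further. For genotype at 3 dpa the share was 88.8% with the filter at a mean of 5 CPM and 67.1% without a filter. For injury in wild type it was 83.3% under the total count. The balance of directions thus depends on these choices, and in the uninjured genotype contrast the larger side changed. The correlation of the injury responses ran from a Pearson's r of 0.565 without a filter to 0.802 with the filter at a mean of 5 CPM.

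For lepb, the prior count of 10 gave 2.67 for injury in wild type and -2.74 for genotype at 3 dpa, since a prior above the 2 counts of the low libraries shrinks the ratio. The call was the same under every scaling, prior count and thinning tried.

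For the 9 gene lists, 45 medians relative to the median of all genes were recomputed under 8 settings. The 3 other scalings shift a list and all genes alike, so their 135 values show no stability. Of the 225 values under the 5 other settings, 212 kept their sign and their side of the outer 2.5 percentiles of random lists. Without subtracting the median of all genes, 7 of the 45 medians changed sign across the 4 scalings: the cell cycle and oxidative phosphorylation lists between genotypes at 3 dpa, the extracellular matrix list in the difference of injury responses, and the leptin list in all contrasts but genotype at 3 dpa. The sign reversed in 3 values near 0: without a filter, the leptin list between uninjured libraries (-0.04), and with the filter at a mean of 5 CPM, the difference of injury responses of the extracellular matrix list (0.008) and the leptin list (0.065). With that filter the extracellular matrix list between uninjured libraries (-0.072) and the oxidative phosphorylation list for injury in the mutant (-0.75) moved inside the outer percentiles, and the leukocyte list at 3 dpa (0.11) and in the difference of injury responses (0.168) moved beyond them. With a prior count of 10, the extracellular matrix list between uninjured libraries (-0.095) moved inside and the leukocyte list there (-0.155) moved beyond. Without a filter, the cardiomyocyte list between uninjured libraries (0.181) and the extracellular matrix list at 3 dpa (-0.101) moved beyond. After thinning, the extracellular matrix list at 3 dpa (-0.106) and the leukocyte list in the difference of injury responses (0.158) moved beyond. The cause was not tested.

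The gene length correction, chosen after seeing the data, left 1043 genes for genotype in uninjured hearts and 391 at 3 dpa among the 15008 tested genes with a length, of which 969 and 373 were the same genes as before it. The 1322 and 496 genes before the correction were counted over all 16509 tested genes. Part of the drop from them thus comes from genes without a length. The median ratios that the correction removed were small beside the threshold, from -0.17 in the shortest to 0.17 in the longest quartile of genes between the uninjured libraries. The correction thus had little room to change these counts.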

Other observations

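All tests in this part, and the marker lists they use, were chosen after the patterns were seen. The marker lists leave out the genes that had been seen in the patterns they address.

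The wild-type uninjured library held 130 genes at least 2 log2 units above all other libraries, where the others agreed within 1 unit. Among them were many liver genes, and the largest falls after injury in wild type (apoa1b, fabp10a, hpxa and apoa2) had the same shape. A candidate explanation is liver RNA in that library, carried over when the heart was dissected. A list of hepatocyte markers had 22 tested genes, and their median excess in this library over the mean of the other 3 was 3.70 log2 units, above the medians of all 10000 matched random lists. Between the genotypes at 3 dpa the median log2 ratio of the same markers was -0.009. The markers were low in both 3 dpa libraries, with median excesses over the mean of the other 3 of -1.50 in wild type and -1.22 in the mutant. The prior count draws ratios of low genes towards 0, so the median of -0.009 is a weak test of a genotype effect. It also cannot exclude a genotype effect limited to uninjured hearts. There the median was -3.46, with 19 of the 22 markers called lower in the mutant. Depth is an unlikely source, since the total of the wild-type uninjured library was 0.991 times that of the mutant uninjured library. Between 3 dpa and uninjured hearts the markers had a median of -3.93 in wild type and 0.08 in the mutant. Part of the falls called for injury in wild type and of the genes called lower in the uninjured mutant may thus reflect tissue composition, and so may part of the 719 genes called higher in the difference of injury responses. A true change of these genes in the hearts cannot be excluded with 1 library.

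In the mutant 3 dpa library, mslna, RHCG, atp1a1a.2 (332 counts, against at most 9 elsewhere) and fxyd11 (42 counts, against at most 2) were near absent from the other libraries. The last 2 were picked after their values were seen. A candidate explanation is RNA of ionocytes, the ion-transporting cells of gill and skin. A list of ionocyte markers had 7 tested genes, 6 of them above the mean of the other libraries, with a median excess of 1.55 log2 units at the 99.9 percentile. Genes of this kind would appear as genotype effects at 3 dpa. No biological explanation was tested.

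The looser pattern of lepb, in terms of calls, was met by 14 genes in all, while its mirror with the genotypes exchanged was met by 38 genes. The mirror genes included atp1a1a.2, RHCG and fxyd11 of the ionocyte pattern, so the mirror count is not a clean background, but these data show no excess of genes with the pattern of lepb over its mirror. Whether any of them depends on lepb was not tested. Besides lepb, the 14 included il4i1 (222 counts in wild type and 55 in the mutant at 3 dpa), cxcl11.1 (72 and 12) and ifit8 (160 and 54), named after their values were seen.

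The 223 genes higher in both mutant libraries were long. Their median gene span was 81.2 kb, over the 196 of them with a known span (87.9%), against 20.1 kb for all tested genes. None of the 10000 random lists matched on expression exceeded 28.1 kb. Across genes, span and genotype log2 ratio had a Spearman's rho of 0.333 in uninjured hearts and 0.285 at 3 dpa, against -0.008 for injury in wild type, -0.103 for injury in the mutant and -0.177 for the difference of injury responses. The span includes introns, so a candidate explanation is a difference in RNA integrity, unspliced RNA or library preparation between the 2 wild-type and the 2 mutant libraries. After the median ratio of 20 length bins was removed, 162 genes passed in both contrasts, 157 of them among the 196 with a known span. The longest quartile of genes had median ratios of 0.17 and 0.09 in the 2 contrasts, small beside the log2 ratio of 1 by which the genes were chosen, so this check cannot exclude length bias. The genes lower in both mutant libraries had a known span in 65.3% of cases, too few for the same check. A difference in preparation between the wild-type and the mutant libraries cannot be told apart from a genotype effect here, since both would split the libraries in the same way. Whether the libraries were prepared in such batches is not known.

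The cell cycle list was lower in the mutant than in the wild-type uninjured library in 20 of 20 genes, and nearly equal at 3 dpa. Counting error did not account for it: pooled over the list, the counts were 3486 in wild type and 2428 in the mutant, a log2 ratio of -0.52 (95% counting interval, -0.59 to -0.44). At 3 dpa the pooled counts were 28077 and 27810, so the greater injury rise of this list in the mutant went with its lower level in the uninjured library. Whether cycling cells in the hearts or other tissue in the wild-type uninjured library differed was not tested.

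The heat shock gene HSPA8 (ENSDARG00000037403, 1 of 2 IDs with that symbol), picked after its values were seen, had 90 counts in the wild-type and 450 in the mutant uninjured library, and 105 and 90 counts at 3 dpa. It raised the hypothesis of a stress or handling response in the mutant uninjured library. A list of 21 other stress and early response genes had a median excess of -0.19 in that library, with 9 of the 21 higher. This goes against a joint rise of the list. A median over both kinds of gene cannot exclude a response of heat shock genes alone. Fast skeletal muscle was considered because myhb was lower in the mutant. The 11 tested markers had a median genotype log2 ratio of -0.38 at 3 dpa, lower in all 11 and at the 0.0 percentile. The size was below the 1 log2 unit set for this explanation. Between the uninjured libraries the median genotype log2 ratio was -0.30, with 4 of 11 higher in the mutant (4.29 percentile). The explanation remains open.

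The gene ID ENSDARG00000112702 had 6273 counts in the wild-type 3 dpa library and 0 in the other 3. No explanation was tested.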
